A study of Mus musculus with 6 samples. Its data were reported in "Histone lysine dimethyl-demethylase KDM3A controls pathological cardiac hypertrophy and fibrosis" (2018).

How the data were processed

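Expression was profiled in left ventricles of Kdm3a knockout (KO) and wild-type (WT) mice, labelled as male C57BL/6, 3 weeks after transverse aortic constriction (TAC) or sham surgery. The 6 samples were 1 WT Sham, 2 WT TAC, 1 KO Sham and 2 KO TAC arrays, grouped by the genotype and surgery in their labels. The labels do not state that the replicates came from separate animals, so p-values here measure the spread between arrays, part of which may be technical.

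The authors scanned Illumina mouse bead arrays and summarised them in GenomeStudio 2011.1. The deposited values are intensity per probe on a linear scale. Sorted values differed by at most 0.836% between arrays, so the deposited intensities had already been quantile normalized by the authors. The method of that step and any background subtraction were not stated. A table of signals before normalization was also deposited, but the names of its 6 signal columns did not tie any of them to a sample. It was not used, and neither were the detection p-values it held.

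The plan was to correct background from detection p-values. In their place, 1539 probes for olfactory, vomeronasal and taste receptors, genes taken as silent in heart, served as negative controls. Normal-exponential background correction (limma nec, robust, offset 16) was fitted to them on each array, followed by log2 transformation and quantile normalization. A probe counted as above background when its deposited intensity exceeded the 99th percentile of the receptor probes on that array, a level between 149.0 and 155.1. Probes above background on at least 2 of the 6 arrays were kept. Of 45281 probes, 34885 had 1 gene symbol, 18 had several and 10378 had none in the deposited annotation. Gene identifiers of 34807 probes (99.8% of those named) were found in the mouse reference GRCm38.p6, which served only for gene names and gene order. The filter kept 16686 probes, of which 2266 did not have 1 gene. Each gene was represented by its kept probe with the highest mean, which left 9625 genes, 3390 of them with more than 1 kept probe.

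Between 14960 and 16015 probes per array were above background (33.0% to 35.4%). The number of arrays limits the precision. One coefficient per group was fitted with limma 3.58.1 in R 4.3.3, with 2 residual degrees of freedom, which the empirical Bayes step supplemented with 4.62 prior degrees of freedom (prior SD 0.156 on the log2 scale). The spread came from the 2 TAC pairs alone. Each sham group was 1 array, whose spread was assumed to equal that of the TAC arrays. The 5 comparisons were KO TAC vs WT TAC, WT TAC vs WT Sham, KO TAC vs KO Sham, KO Sham vs WT Sham, and the TAC effect in KO minus the TAC effect in WT. P-values were adjusted over all genes by the Benjamini-Hochberg method and called at 0.05. Errors given after a plus-minus sign are standard errors of the log2 fold change. Exact permutation of 2 arrays against 2 cannot give a p-value under 0.333, so the tests rest on the model. Where a gene was below background in 1 of the groups, its fold was computed against the background level and is given as a lower bound.

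On data simulated with 200 changed genes among 9625, the fit found 49.3% of 2-fold and 97.0% of 4-fold changes in KO TAC vs WT TAC, and 19.4% and 92.4% in KO TAC vs KO Sham, with 7 and 4 false calls. In WT TAC vs WT Sham it found 11.9% and 92.4%, with 2 false calls. In the data 41.1% of genes were called in KO TAC vs WT TAC and 31.2% in WT TAC vs WT Sham. That many calls loosens the adjusted threshold, and the simulated spread was drawn from the fitted prior. The simulated rates therefore do not describe the power or false calls behind those 2 counts.

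The 28 gene lists covered the fetal gene program, adult contraction and calcium handling, collagens, matricellular proteins, basement membrane, matrix proteases, TGF-β signalling, the fibrosis genes the study measured by qRT-PCR, fatty acid oxidation, oxidative phosphorylation, the citric acid cycle, glycolysis, cell cycle, immediate early and heat shock genes and histone H3K9 methylation enzymes. They also covered markers of fibroblasts, endothelium, smooth muscle with pericytes, macrophages, lymphocytes, neutrophils, erythroid cells, adipocytes, atrial myocytes, mesothelium and Schwann cells, Y-linked genes with Xist, and genes whose level differs between mouse strains. The 24 lists with 3 or more measured members were tested with limma camera (preset correlation 0.01, p-values adjusted over the lists). Camera with an estimated correlation and fry were alternatives. The estimated form refers its statistic to the 2 residual degrees of freedom. After adjustment over 24 lists it could hardly pass, so a list it did not call is not thereby shown to be unchanged. Members were also adjusted over the list alone. The list of immediate early and heat shock genes was set beforehand as a check of sample quality.

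Genes were named by a rule. In each comparison it took up to 10 genes with the largest rise and 10 with the largest fall among those past the test, above background on every array of a group and changed the same way in every pair of arrays. Clone-like names were passed over, and where no gene passed, the 5 with the largest moderated t statistic were taken. Kdm3a, the qRT-PCR list, Nppa, Nppb, Myh7, Myh6 and the members of each list with the smallest p-values were added. Samples, comparisons, gene lists, the naming rule and most alternatives were fixed before the data were examined. The change of the background step and 2 alternatives to it were chosen afterwards. The other alternatives covered background, scaling, filter, offset, probe choice, prior, replicate block, the t-test and leaving out each TAC array. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.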

Results

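The arrays addressed what loss of the histone demethylase Kdm3a does to gene expression in the pressure-overloaded left ventricle. Kdm3a itself was read by 4 probes. Probe ILMN_3118169 was above background on all 3 WT arrays (intensity 292 in WT Sham, 296 and 264 in WT TAC, mean 284, SD 17.4) and on none of the 3 KO arrays (129 in KO Sham, 137 and 143 in KO TAC, mean 136, SD 7.19), with an adjusted p of 0.000234 in KO TAC vs WT TAC (limma). Probe ILMN_2707895, the brightest and the one that represented Kdm3a in the tests, had a mean intensity of 484.5 in WT and 381.8 in KO arrays. It was 1.36-fold lower in KO TAC than in WT TAC (log2 fold change -0.44 ± 0.14, adjusted p 0.0436), and differed by -0.47 between the sham arrays (adjusted p 0.622). Probe ILMN_3043245 had means of 315.8 in WT and 216.4 in KO arrays, and ILMN_2556191 was below background on every array. The labels do not say which part of the gene was deleted. Kdm3a did not pass the test in WT TAC vs WT Sham (log2 -0.10 ± 0.17, adjusted p 0.702).

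**Figure D1:**
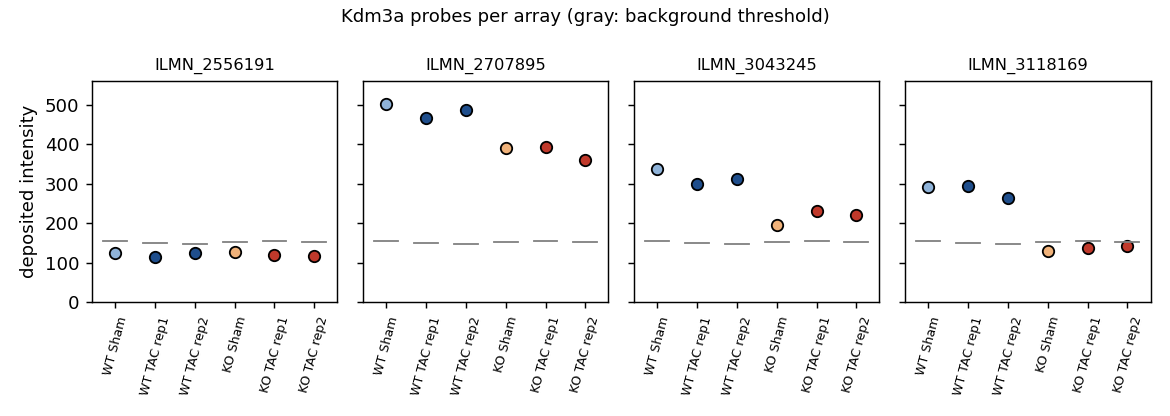
Deposited intensity of the 4 Kdm3a probes on each of the 6 arrays. Gray bars mark the background threshold of each array, the 99th percentile of receptor probes taken as silent in heart.

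Across 9625 genes the WT TAC arrays stood apart from the other 4. The first principal component held 82.1% of the variance and placed WT TAC at 49.6 and 56.6, against -25.4 for WT Sham, -26.4 for KO Sham and -27.5 and -27.0 for KO TAC. Correlation between arrays was 0.984 to 0.995 among those 4 arrays and 0.917 to 0.931 between them and WT TAC. KO TAC replicate 2 and KO Sham were the closest pair (0.995), closer than the KO TAC replicates were to each other (0.989).

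**Figure D2:**
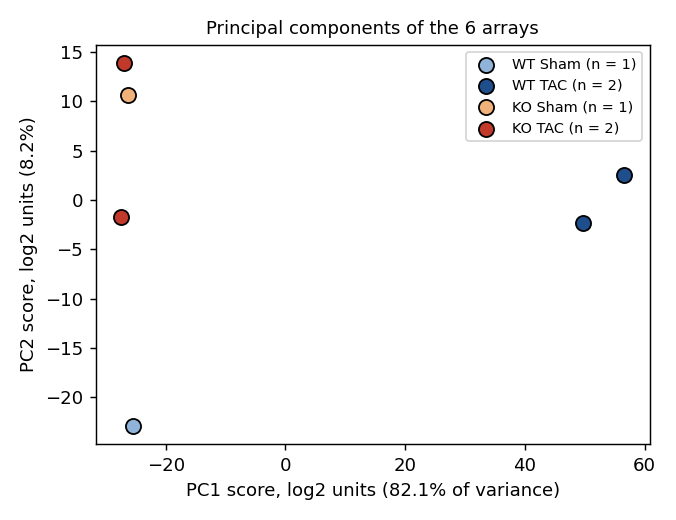
Principal components of log2 intensity over 9625 genes, with 1 point per array. The percentages on the axes give the share of variance of each component.

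Pressure overload in WT hearts raised most measured collagen, matricellular and fetal genes and lowered most fatty acid oxidation genes (2 arrays against 1). Comp, a cartilage matrix protein, rose 209-fold (log2 7.71 ± 0.35), the kinase Nmrk2 of NAD synthesis 88.3-fold (6.46 ± 0.23, its 3 probes ranged from -1.38 to 6.63), the chemokine Cxcl1 53.8-fold, the collagen crosslinking enzyme Lox 45.7-fold, Stc1 37.5-fold and the lectin Lgals3 35.5-fold, while Angptl7 rose at least 32.3-fold by its brighter probe (its 2 probes ranged from log2 3.51 to 5.07), Ch25h at least 26.8-fold, Ptx3 at least 16.8-fold and Retnlg at least 15.7-fold. The carboxylesterase Ces1d fell 38.8-fold (log2 -5.28 ± 0.20), the lipase inhibitor G0s2 17.7-fold, the acyl-CoA thioesterase Acot1 14.5-fold, Ky 13.2-fold, Whrn 10.5-fold, Scara5 10.1-fold, Itgb6 9.98-fold, Ppp1r3b 8.79-fold, Ano10 7.39-fold and Bambi-ps1 at least 5.91-fold. The protease inhibitor Timp1 rose 30.8-fold (4.94 ± 0.20, adjusted p 6.0457e-05), the slow myosin heavy chain Myh7 12.1-fold, and the natriuretic peptides Nppa 4.30-fold and Nppb 2.86-fold, whereas the adult myosin Myh6 fell 1.63-fold (log2 -0.71, its 2 probes ranged from -2.05 to -0.71). Nppa and Nppb had intensities of 37191 to 40864 on the WT TAC arrays, where the brightest probe had 43297. If the scale saturates there, the size of every fold and difference given for them that involves WT TAC is a lower limit. In all, 1482 genes rose and 1524 fell (limma, adjusted p under 0.05), of which 872 and 633 changed more than 2-fold. The count depended on the array left out: without WT TAC replicate 2, 820 genes were higher and 629 lower, and without replicate 1, 949 were lower.

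By gene list, 17 of 18 measured collagen genes rose in WT TAC (Lox, Col8a1 14.2-fold, Col16a1 9.22-fold), as did 15 of 17 matricellular genes (16 when adjusted over the list alone, with Ccn2 11.2-fold, Mfap5 16.1-fold, Thbs1 at least 5.94-fold), 8 of 10 fetal genes (Fhl1 4.10-fold, Uchl1 5.98-fold), 9 of 13 matrix proteases and inhibitors (Adamts1 9.36-fold, 10 over the list alone), 9 of 14 TGF-β genes (Tgfb2 5.67-fold, Ltbp3 4.71-fold) and 6 of 13 basement membrane genes (Col15a1 2.91-fold, 7 over the list alone). Of fatty acid oxidation genes, 17 of 25 fell (19 over the list alone, among them Acot1, Acaa2 4.12-fold, Cpt2 2.54-fold), together with 5 of 23 oxidative phosphorylation genes (Uqcrc1 1.74-fold, 3 over the list alone), 5 of 11 citric acid cycle genes (Idh3a 1.98-fold, 6 over the list alone) and 6 of 20 adult contraction genes (Kcnip2 3.36-fold, Hrc 2.46-fold). All 8 measured genes of the qRT-PCR list rose. That list is not counted as independent evidence, since the study measured its genes to check its own profiling. Of the 8 genes, 7 belong to another list (3 matricellular, 2 TGF-β, 1 collagen, 1 protease). Cell type markers moved beside these genes: 4 of 4 neutrophil markers (S100a8 27.3-fold), 6 of 12 macrophage markers (Cd14 30.4-fold, 8 over the list alone) and 5 of 10 fibroblast markers (Pi16, log2 1.85, and 7 over the list alone) rose, with median log2 fold changes of 4.56 (4.16 with genes at background set to their bound), 0.61 and 0.63. Camera called 10 lists higher and 4 lower, with adjusted p-values from 2.0151e-12 (matricellular) to 0.0331 (adult contraction). With an estimated correlation none passed (smallest adjusted p = 0.423 with an estimated correlation), and fry called 6 lists higher and 0 lower.

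In KO hearts the same surgery left these genes near their sham level. Of the 872 genes that rose more than 2-fold in WT TAC, 0 rose more than 2-fold in KO TAC vs KO Sham. Their median log2 fold change was 1.55 in WT and -0.035 in KO (quartiles -0.19 and 0.11). The 633 genes that fell had medians of -1.27 in WT and -0.0005 in KO, and 2 of them were more than 2-fold lower in KO TAC. Timp1 differed by -0.11 (95% interval -0.59 to 0.36), Myh7 by -0.17, Nppa by -0.46 (-1.29 to 0.36) and Nppb by -0.38 (-1.34 to 0.59). No gene passed the test (0 higher and 0 lower by limma, smallest adjusted p 0.999826), although 124 were higher and 128 lower at an unadjusted p under 0.05. The values with the largest moderated t, none past the test, were those of the replication clamp Pcna (at least 1.75-fold higher), Slc41a1 (at least 1.03-fold), Sash1 (at least 1.14-fold), Fads2 (at least 1.21-fold) and the chaperone Hspa5 (1.63-fold), and of Farsa (at least 1.38-fold lower), Lockd (at least 1.90-fold), Hoxb2 (at least 1.87-fold), Cdca8 (1.74-fold, above background on 1 of the 2 KO TAC arrays) and Cdca3 (1.81-fold). Across genes the TAC responses of WT and KO were uncorrelated (Pearson r -0.055, Spearman rho -0.048). Camera called 2 lists lower, cell cycle (median -0.40, adjusted p 0.000409) and erythroid markers (-0.32, adjusted p 0.0103), with 0 of 9 and 0 of 6 members past the test. Neither was called with an estimated correlation (adjusted p = 0.879 with an estimated correlation) or by fry. Without KO TAC replicate 2, 4 genes were higher and 6 lower, and 1 list was called higher.

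**Figure D3:**
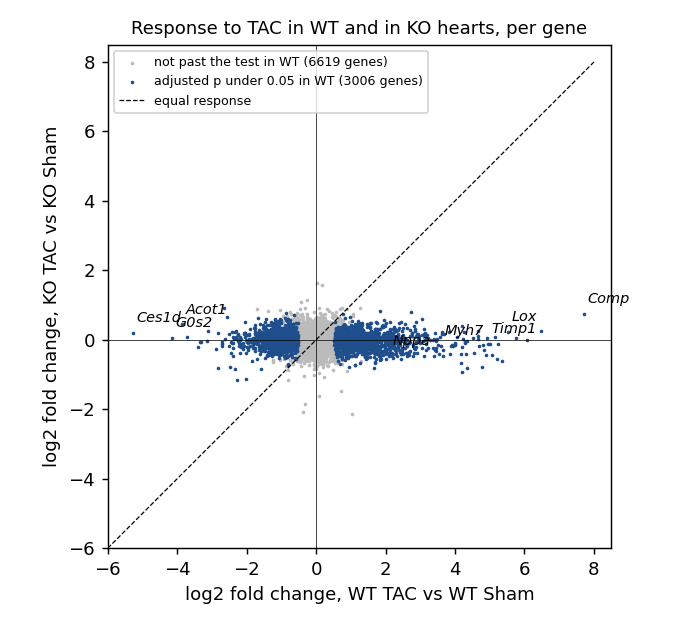
Log2 fold change after TAC in KO hearts (vertical) against WT hearts (horizontal) for 9625 genes. Blue genes passed the test in WT (3006 genes), and the dashed line marks an equal response.

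After TAC, KO hearts differed from WT hearts in many of the genes that overload had moved in WT. Comp was 117-fold lower in KO TAC than in WT TAC (log2 -6.87 ± 0.28, 2 arrays against 2), Nmrk2 114-fold (-6.83 ± 0.19, its 3 probes ranged from -6.83 to 1.46), the matricellular protein Ccn5 58.3-fold, Lox 39.5-fold, Lgals3 35.0-fold, Timp1 33.9-fold (-5.08 ± 0.16, adjusted p 1.5602e-05), Cxcl1 32.8-fold, the sphingosine kinase Sphk1 30.9-fold, the neutrophil protein S100a8 29.3-fold and Ptx3 at least 17.3-fold. Myh7 was 18.4-fold lower, Nppa 6.56-fold and Nppb 4.07-fold, and Myh6 was 1.70-fold higher (log2 0.77, its 2 probes ranged from 0.77 to 1.67). The genes with the largest rise were Tnfrsf22, a decoy receptor (72.9-fold, 6.19 ± 0.20, its 3 probes ranged from -0.18 to 6.19), Ces1d (46.4-fold), Acot1 (log2 3.81), Itgb6 (12.7-fold), Scara5 (10.9-fold), the apelin receptor Aplnr (8.70-fold, above background on 1 of the 2 WT TAC arrays), Ky (8.30-fold), G0s2 (8.24-fold), Kcnv2 (at least 5.08-fold) and Cldn34c1 (at least 3.95-fold). By limma 2076 genes were higher and 1884 lower in KO TAC (adjusted p under 0.05), and 616 and 838 differed more than 2-fold, 611 and 830 of them past the test. Without WT TAC replicate 2, 1038 genes were higher and 1091 lower, and without replicate 1, 1322 were higher. The 2-sided t-test on the same values gave 1 gene higher and 0 lower after adjustment (1766 and 1604 at an unadjusted p under 0.05). Without background correction 245 genes were more than 2-fold higher and 458 lower, a smaller spread that follows from leaving a constant signal in every value.

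**Figure D4:**
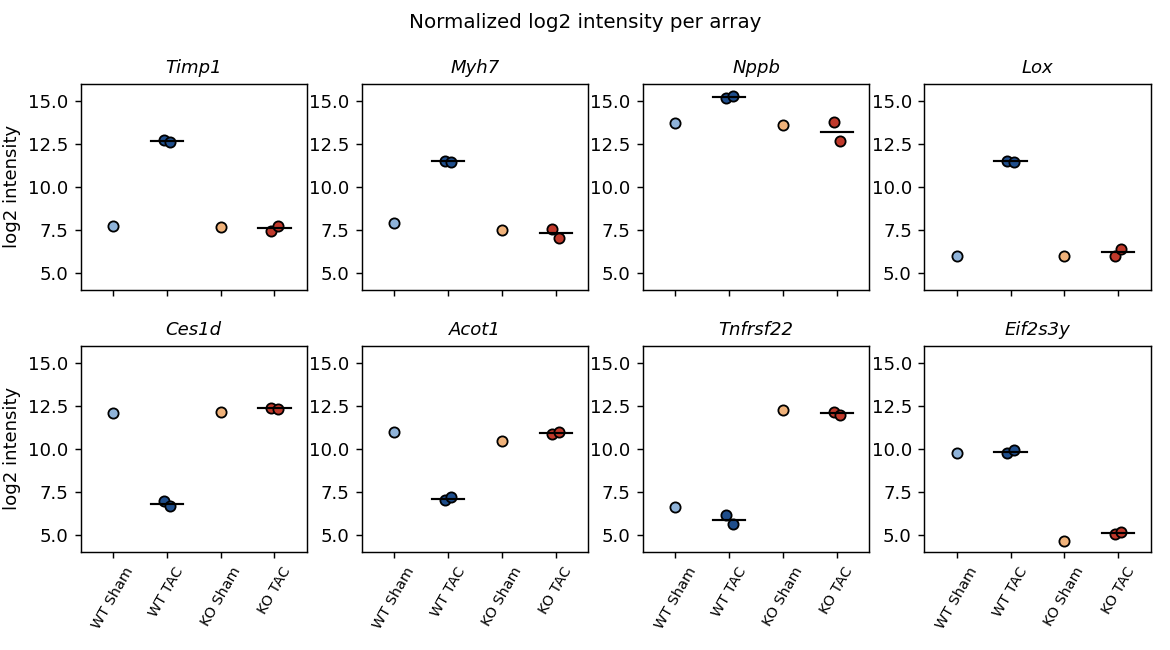
Log2 intensity of 8 genes on each array, with bars at the mean of the TAC groups. Timp1, Myh7, Nppb and Lox were higher and Ces1d and Acot1 lower in WT TAC than in KO TAC, while Tnfrsf22 and Eif2s3y differed between genotypes in sham and TAC arrays.

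All 10 fetal and hypertrophy genes were lower in KO TAC (Fhl1 4.12-fold, Xirp2 3.65-fold, Uchl1 5.28-fold, camera adjusted p 7.4667e-07), as were 17 of 18 collagen genes (Col8a1 16.1-fold, Col16a1 8.14-fold, adjusted p 9.2567e-11), 15 of 17 matricellular genes (Thbs1 at least 6.10-fold, Mfap5 11.9-fold, adjusted p 1.0649e-10), 10 of 13 matrix proteases and inhibitors with 2 higher (Adamts1 8.96-fold, Mmp23 5.77-fold, adjusted p 9.8952e-05), 10 of 14 TGF-β genes with 1 higher (Tgfb2 6.38-fold, Ltbp3 4.98-fold, adjusted p 0.000516) and 8 of 13 basement membrane genes (Col4a1 2.17-fold, adjusted p 0.00394). The matricellular median was -2.40 (-1.93 with genes at background set to their bound) and the collagen median -1.96. In the qRT-PCR list 8 of 8 measured genes were lower (Nupr1 7.70-fold, Loxl1 4.23-fold, Fbln2 3.80-fold, Tgfb3 3.44-fold, Sparc 3.25-fold, Tgfb1 1.55-fold, Postn at least 2.52-fold, and Timp1), again not counted as independent evidence. Higher in KO TAC were 19 of 25 fatty acid oxidation genes (22 over the list alone, Acaa2 5.67-fold, Eci1 3.16-fold, camera adjusted p 2.5860e-07), 11 of 23 oxidative phosphorylation genes (Cyc1 1.73-fold, adjusted p 0.00149), 6 of 11 citric acid cycle genes (Idh3a 1.79-fold, adjusted p 0.00394) and 8 of 20 adult contraction genes with 1 lower (Kcnip2 4.59-fold higher, Mybpc3 1.66-fold lower, adjusted p 0.0368). Immediate early and heat shock genes, the list kept as a check of sample quality, were lower in 6 of 9 (Fos 25.7-fold, Junb 11.4-fold, camera adjusted p 0.00311), with Dnajb1 1.56-fold higher. With an estimated correlation no list passed (adjusted p = 0.504 to 0.586 with an estimated correlation for the lists called), whereas fry called 4 higher and 12 lower. The matricellular list had an estimated correlation of 0.0109, close to the preset 0.01. Its unadjusted camera p of 8.87e-12 still became 0.021 with the estimate. That loss therefore cannot be put down to correlation between its genes. It goes with the 2 residual degrees of freedom that the estimated form uses.

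Markers of other cells differed in KO TAC beside the matrix genes. All 4 measured neutrophil markers were lower (S100a9 25.8-fold, median -4.69, or -4.35 with bounds, camera adjusted p 0.00166, and adjusted p = 0.505 with an estimated correlation), and 4 of 12 macrophage markers were lower (Cd14 20.7-fold, Fcer1g 1.85-fold) and 1 higher (Cx3cr1 2.21-fold, above background on 1 of the 2 WT TAC arrays). Of fibroblast markers 4 of 10 were lower (Meox1 5.89-fold, Pi16 3.21-fold), of endothelial markers 4 of 12 lower (Cldn5 6.08-fold) and 3 higher (Egfl7 1.84-fold), of smooth muscle and pericyte markers 1 of 7 lower (Cspg4) and 1 higher (Kcnj8), of erythroid markers 2 of 6 lower (Slc4a1 3.00-fold, Alas2 2.84-fold) and of atrial markers 2 of 3 lower (Dkk3 12.2-fold) and 1 higher (Stard10). Glycolysis genes were lower in 4 of 11 (Slc2a1 4.71-fold) and higher in 1 (Pfkm), cell cycle genes lower in 2 of 9 (Tyms 2.04-fold), and of 8 measured H3K9 methylation enzymes only Kdm3a passed the test, and not when adjusted over the list alone. Camera called none of these lists except neutrophil markers. Single measured members of the lymphocyte (Cd79b, below background on both KO TAC arrays) and Schwann cell lists (Mbp, above background on 1 of the 2 arrays in each TAC group) did not pass the test, and no adipocyte or mesothelial marker was measured.

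**Figure D5:**
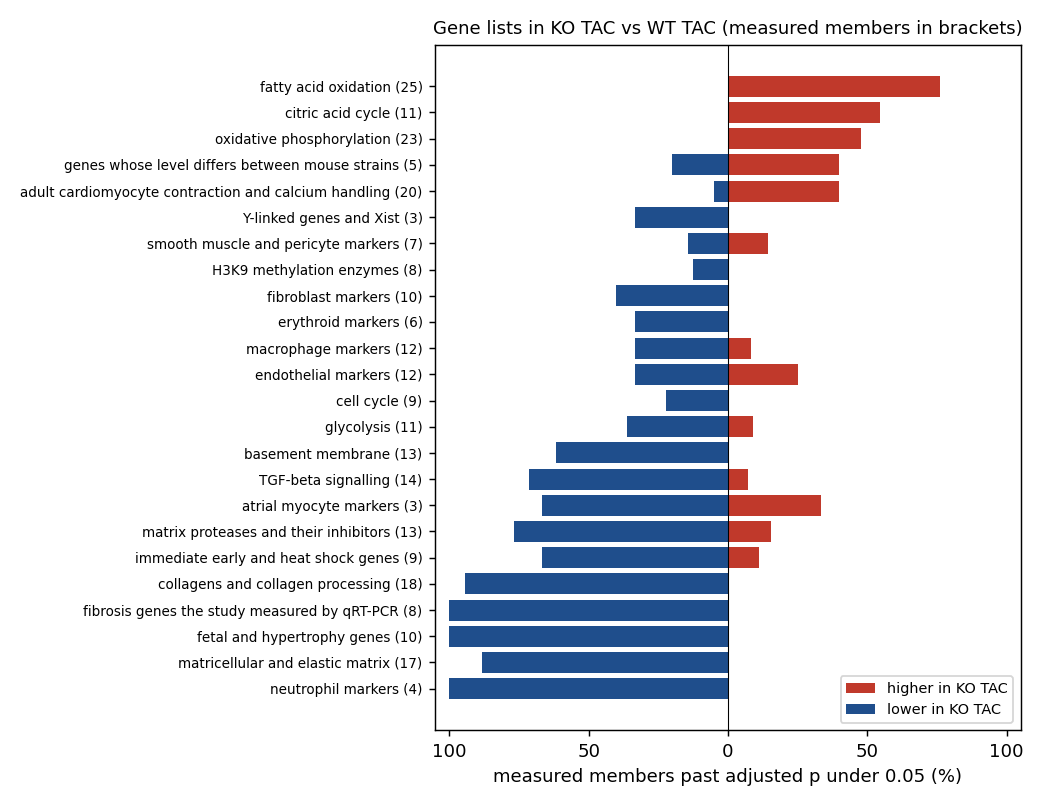
Share of the measured members of each gene list that were higher (right) or lower (left) in KO TAC than in WT TAC at an adjusted p under 0.05. Numbers in brackets give the measured members.

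The difference in TAC effects between genotypes was tested directly. For 542 genes the TAC effect was higher in KO than in WT and for 810 it was lower (limma, adjusted p under 0.05). On the log2 scale the difference was -6.96 ± 0.49 for Comp, -6.21 ± 0.33 for Nmrk2, -5.29 ± 0.30 for Lox, -5.06 ± 0.28 for Timp1, 5.48 ± 0.28 for Ces1d and 4.30 ± 0.25 for Acot1. Of the 872 genes that rose more than 2-fold in WT TAC, 708 had a different TAC effect in KO, and of the 633 that fell, 425. These genes were chosen by their TAC effect in WT, which is part of the difference tested, so a high share is partly built in. Nppb (-1.89 ± 0.57, adjusted p 0.0750), Tgfb1 (-0.96 ± 0.28, 0.0653) and Myh6 (0.72 ± 0.26, 0.116, its 2 probes ranged from 0.72 to 2.24) missed the threshold. Without a filter on background 199 genes were higher and 437 lower, without WT TAC replicate 1, 301 and 532, and without replicate 2, 137 and 359.

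The genes called in WT TAC vs WT Sham moved the other way in KO TAC vs WT TAC in 2978 of 3006 cases (99.1%). Both comparisons contain the WT TAC arrays, which alone gave 74.2% in simulations of unchanged groups. When each comparison used a different WT TAC array the share was 98.5% or more. The 3006 genes were still chosen with both WT TAC arrays, so this split did not remove the dependence. Of genes that rose in WT TAC, 1308 were lower in KO TAC, and of genes that fell, 1294 were higher. Independent lists of these sizes would share 290 and 329 genes. Lists of these sizes from the simulated unchanged groups shared 632 and 689 on average, so part of the overlap may come from the shared arrays.

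Without overload, 1 KO Sham array against 1 WT Sham array, 6 genes passed the test, under the assumption that sham arrays vary like the TAC arrays. Tnfrsf22 was higher in KO Sham by 5.64 ± 0.28 on the log2 scale (adjusted p 0.00180, its 3 probes ranged from -0.50 to 5.64), Wdfy1 6.65-fold (log2 2.73, its 2 probes ranged from 0.25 to 2.73), Tmem208 5.13-fold and Cldn34c1 at least 3.59-fold, while the Y-linked translation factor Eif2s3y was at least 17.3-fold lower (adjusted p 0.000775) and the vesicular transporter Slc17a7 at least 8.66-fold. Timp1 (-0.026), Myh7 (-0.44), Nppa (-0.14), Nppb (-0.14) and the brightest Kdm3a probe did not pass. Kdm3a probe ILMN_3118169, below background in KO Sham, passed in a fit of all kept probes (adjusted p 0.0171). The other Y-linked genes measured, Kdm5d (0.56) and Uty (0.19), did not pass either, and Xist was below background on all 6 arrays. Of 5 measured genes whose level differs between mouse strains, 1 was higher (Wdfy1) and over the list alone Entpd4 was also lower (1.92-fold). In KO TAC vs WT TAC Wdfy1 (3.37-fold, its 2 probes ranged from -1.08 to 1.75) and Nnt (at least 1.58-fold) were higher and Entpd4 lower (1.33-fold). Camera called macrophage (median 0.57, adjusted p 3.8506e-06), fibroblast (0.48, 0.00225) and cell cycle genes (0.51, 0.00100) higher and immediate early and heat shock genes lower (-0.69, 0.00242), none of them with an estimated correlation (adjusted p = 0.853 to 0.931 with an estimated correlation) or by fry. No member of these 4 lists passed the test over all genes, and over the list alone 1 cell cycle gene was higher and 3 immediate early and heat shock genes lower. Without either KO TAC array 22 genes were higher and 21 lower, and without either WT TAC array 1 was higher and 1 lower.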

Values the study reported

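Of the genes that changed more than 2-fold in KO relative to WT hearts, the study reported 537 as downregulated and 300 as upregulated. In giving these counts the study did not name the surgery. It placed this profiling at week 6 after surgery. It named Timp1 as the most downregulated gene, and in another place as 1 of the most downregulated.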

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

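Of the tests in this part, those of exchanged labels, of pressure load, of strain genes, of the chromosome that carries Kdm3a (with its repeat over every pair of arrays), and of cardiomyocyte and fibroblast shares were chosen only after the results they bear on were seen. The tests of sex and of the neighbours of Kdm3a were chosen before. The rule for reading the sex test was tightened after its value was seen. It then asked that the genes escaping X inactivation lie under their bound by more than their SD. Under the rule first set, the value argued against female KO mice.

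A test of the difference in TAC effects marked 542 genes with a higher and 810 with a lower TAC effect in KO than in WT hearts, along with 4 gene lists higher and 11 lower by camera (0 by camera with an estimated correlation, 0 and 4 by fry). On the log2 scale the TAC effect in KO minus that in WT was 5.48 for Ces1d, 4.30 for Acot1, 4.21 for G0s2, 3.82 for Ky, 3.56 for Hspa1a, 3.36 for Bambi-ps1, 3.28 for Scara5, 3.27 for Itgb6, 3.22 for Inmt and 3.19 for Whrn. It was -6.96 for Comp, -6.21 for Nmrk2, -5.94 for Ptx3, -5.74 for Ch25h, -5.70 for Cxcl1, -5.56 for S100a8, -5.49 for Angptl7, -5.35 for Stc1, -5.32 for Selp and -5.29 for Lox. Ptx3 was above background on 2 of the 6 arrays, Selp on 3, Ch25h, Angptl7 and Bambi-ps1 on 4 and Hspa1a on 5, so part of each of these differences is a level at background and its size is not exact. Among genes named regardless of their change it was -5.06 for Timp1, -3.77 for Myh7, -3.26 for Nupr1, -2.97 for Postn, -2.57 for Nppa, -2.07 for Loxl1, -1.87 for Sparc, -1.87 for Tgfb3 and -1.73 for Fbln2, with Postn above background on 2 arrays.

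The KO TAC arrays lay with the sham arrays. The KO Sham array was 0.15 above WT Sham in the median of the 872 genes that rose in WT TAC, where WT TAC rose by 1.55. This argues against a TAC profile like that of WT under the KO Sham label. Since no KO array carried that profile, it does not test an exchange of KO Sham and KO TAC labels as such. An exchange of WT and KO labels is argued against by Kdm3a probe ILMN_3118169, above background on 0 of the 3 KO arrays and on all 3 WT arrays. Of the 872 genes, 0% rose more than 2-fold in KO TAC, so a load that was absent or lower in the KO TAC hearts cannot be told apart from a heart without Kdm3a that did not respond to it, since no array measures load. The genotype the design names may account for the pattern and stays open beside it.

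A group of 51 genes lay more than 2-fold higher (25) or lower (26) in KO than in WT by group means. This held in sham and in TAC hearts, with no overlap of arrays. At any fold, 2430 genes (25.2%) had no such overlap. Chance gives 10% only where all 6 arrays are exchangeable. The WT TAC arrays stood apart from the other 4, so the excess over 10% cannot be read as an effect of genotype. Of the 51, 36 differed more than 2-fold in every pair of KO and WT arrays of the same surgery. Hspa1a and Atf3, from the list kept as a check of sample quality, were among the 51. Female KO mice cannot be told apart from an effect on single genes, since the Y-linked Eif2s3y was among the 51, below background on all KO arrays, while Kdm5d and Uty, little above background, did not differ, Xist was below background on all 6 arrays with no sign that its probes work, and genes that escape X inactivation were too few (median -0.22 in KO minus WT, SD 0.42 between 3 genes). A donor segment close to Kdm3a as the whole cause is argued against by its neighbours, which made up 0% of the 51 genes (28 neighbours measured among the 100 genes on each side). Different strain backgrounds remain possible, since the study describes a knockout line of mixed FVB descent with littermate controls beside a separate inbred line and the labels name the inbred strain: 1 of 5 listed strain genes was among the 51 (Wdfy1, whose 2 probes ranged from -1.08 to 1.75 after TAC, Fisher p 0.0262), read as too few to decide by a minimum of 2 genes set after this p was seen, and genotype and strain cannot be told apart there. By less than 2-fold, the brightest Entpd4 probe was lower on every KO array (intensity 3382 to 3550) than on every WT array (4672 to 6394). A dimmer Entpd4 probe was above background on the WT arrays only (163 to 176, not far over the threshold, against 116 to 117 on the KO arrays). An Nnt probe was above background on the KO arrays only, not far over the threshold. Probes of Ide went opposite ways, and the Glo1 arrays overlapped. The chromosome of Kdm3a, tested after several of the 51 genes had been seen to lie there, held 9 of them (17.6%, against 5.23% of all genes tested, Fisher p 0.00116, or 0.0267 after multiplication by the 23 chromosomes and scaffolds compared), but KO TAC replicate 1 lay nearer to WT in 4 of the 9, and of the 36 genes it held 5 (Fisher p 0.0379, or 0.873 after multiplication), so another strain's stretch of it is left open, as is an effect of Kdm3a. The rule of every pair leaves out genes such as Klra9 and Parp12, where replicate 1 lay near WT. Its result therefore cannot speak against a stretch carried by only some KO arrays. In those 4 genes the level did not follow Kdm3a probe ILMN_3118169, below background on replicate 1 as on the other KO arrays.

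Collagen genes rose in WT TAC. A lower share of cardiomyocytes alone is argued against because the collagen median exceeded the median of 41 markers of fibroblasts, endothelium, smooth muscle and macrophages by 1.56 on the log2 scale (permutation p 7.0000e-05). More fibroblasts alone are argued against because the collagen median exceeded that of 10 fibroblast markers by 1.45 (permutation p 0.00562). Single markers such as Lgals3 and Cd14 rose more than the collagen median. All permutation p-values here shuffled genes between lists. Genes are not independent replicates, and the comparison was 2 arrays against 1. The test of cardiomyocyte share replaced an earlier form, which compared the medians of 5 cell type lists (range 4.30, p 0.00161) and owed its size to neutrophil markers, while the other 4 lists lay within 0.36 of each other. Neutrophil and macrophage markers rose as well (medians 4.56 and 0.61), so cells that entered the heart were not separated from resident ones, and the surgery the design names stays open as an untested explanation.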

How the results depend on the processing

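The alternatives fitted to all probes and without the robust fit were chosen after the data had been seen. No result reversed under any alternative run. Of 399 comparisons of main results with an alternative, 338 kept their direction and stayed on their side of the threshold or within 1.5 times, as did 3230 of single genes and lists (54 lost and 32 gained a call). Values for the others follow, and the cause was not tested except where given. KO TAC vs WT TAC had 245 genes more than 2-fold higher and 458 lower without background correction (245 and 455 past the test), 390 higher with offset 50 (387), and 538 lower above background on all 6 arrays (534), where fewer genes are tested. Student's t after adjustment gave 1 higher and 0 lower (1766 and 1604 unadjusted). The difference in TAC effects had 199 higher and 437 lower without a filter. KO Sham vs WT Sham had 7 higher with median scaling, 0 higher and 1 lower without a filter, 1 higher with the mean of probes, 6 lower with offset 50, 10 higher and 6 lower with a trended robust prior and 5 lower with normexp fitted on all probes. Lists lower in that comparison were 2 without background correction, with offset 50 and with normexp on all probes. With an estimated correlation 0 lists passed in any comparison, where 2 residual degrees of freedom left that form little power. Fry gave 6 higher and 0 lower in WT TAC vs WT Sham, 0 lower in KO TAC vs KO Sham, 0 and 0 in KO Sham vs WT Sham and 0 and 4 for the difference in TAC effects. Kdm3a probe ILMN_2556191 gave -0.045 (adjusted p 0.845, where the 3 probes above background had adjusted p 0.000234 to 0.0499). Leaving out 1 TAC array, which leaves a group with 1 array assumed to vary like the others, gave 1038 to 1681 higher and 1091 to 1645 lower in KO TAC vs WT TAC, 820 to 1649 and 629 to 1759 in WT TAC vs WT Sham, 0 to 4 and 0 to 6 in KO TAC vs KO Sham (lists higher 0 to 1), 1 to 22 and 1 to 21 in KO Sham vs WT Sham, and 137 to 686 and 359 to 970 for the difference. Replicate number as a block gave 2136 higher and 1931 lower, and 659 and 912 for the difference, although the numbers are not shown to pair arrays. Fitting the TAC arrays alone moves nothing, since single sham arrays add no spread. The planned start from signals before normalization and a slide block were not run, for lack of sample names and slide numbers. Low signal over background limits the folds given as bounds.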

Other observations

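The descriptions of KO TAC replicate 1 and of single probes were chosen after the values were seen.

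Other genes differed between the WT TAC and WT Sham arrays. The first of them belong to the list kept as a check of sample quality, so overload and sample quality cannot be told apart for that list. Immediate early genes rose (Fos 28.5-fold, Junb 15.4-fold, Egr1 7.14-fold, Ier3 3.55-fold), while the heat shock genes Hspa1a (6.23-fold) and Dnajb1 (3.80-fold) were lower than in WT Sham, so that 5 of 9 members of that list rose and 2 fell (3 over the list alone, camera adjusted p 0.173). The single WT Sham array was the highest of the 6 for both heat shock genes, with a log2 intensity of 10.2 for Hspa1a against 5.41 in KO Sham and 5.70 to 7.88 in the TAC arrays, so these 2 falls rest on that array. Of glycolysis genes the glucose transporter Slc2a1 rose by 1.85 on the log2 scale, Pfkp rose 2.39-fold, and Pfkm fell 1.57-fold (2 of 11 higher, 1 lower). The cell cycle genes Tyms (2.44-fold) and Mcm6 (2.01-fold) rose, as did the tight junction gene Cldn5 (4.11-fold) and Esam among 12 endothelial markers, of which Egfl7 fell. Slc4a1 (2.40-fold) and Alas2 rose among 6 erythroid markers, and of 3 atrial markers Dkk3 rose 19.1-fold and Stard10 fell 5.26-fold. Of 8 H3K9 methylation enzymes 0 passed the test by limma.

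In KO TAC vs WT TAC 838 genes were more than 2-fold lower and 616 higher, and Timp1 was among the 10 with the largest fall without being the first. The study also had more genes lower than higher and fewer in each direction. Without background correction the counts here were 458 lower and 245 higher. Those lie below the counts quoted above, so the direction of the gap depends on that step. The arrays are labelled as 3 weeks after surgery, a shorter time than the one quoted above.

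KO TAC replicate 1 differed from the other 2 KO arrays in 54 genes, by more than 2-fold from both where those lay within 0.7 on the log2 scale. In 25 of the 54 replicate 1 lay nearer to the mean of the WT arrays than the other KO arrays did. In the rest it did not, so replicate 1 did not lean towards WT across these genes. Of the 25, 6 lie on the chromosome that carries Kdm3a, which was not counted for the rest. Klra9 had log2 intensities of 4.88 in KO TAC replicate 1, 7.76 in replicate 2 and 7.93 in KO Sham, against 4.65 to 4.77 in WT arrays. Parp12 had 6.65, 4.50 and 4.84 against 6.76 to 7.08, Dennd2a 7.09, 4.97 and 5.14 against 7.65 to 8.12, and the globin gene Hbb-b2 5.43, 9.01 and 9.34 against 4.87 to 5.92.

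Probes of 1 gene also differed by more than 1.5-fold in other genes named above. In WT TAC vs WT Sham the log2 fold changes ranged from 6.09 to 7.71 for Comp, from -3.32 to -1.95 for Itgb6, from -3.86 to -3.23 for Acot1 and from -3.14 to -2.39 for Ppp1r3b. In KO TAC vs WT TAC they ranged from -6.87 to -5.66 for Comp, from 2.19 to 3.67 for Itgb6 and from -4.20 to -3.42 for Myh7, and the second probe of Cldn34c1 gave 0.49, and 0.77 in KO Sham vs WT Sham. The TAC effect in KO minus that in WT ranged from -6.21 to 1.11 for Nmrk2, whose probes differed in sign. It ranged from -6.96 to -6.37 for Comp, -5.94 to -4.94 for Ptx3, -5.49 to -3.64 for Angptl7 and -3.77 to -2.75 for Myh7. For Fbln2 it was -1.77 to -0.92, for Itgb6 1.68 to 3.27 and for Acot1 3.65 to 4.30.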
